# Differential expression of store-operated calcium- and proliferation-related genes in hepatocellular carcinoma cells following TRPC1 ion channel silencing

**DOI:** 10.1007/s11010-016-2776-0

**Published:** 2016-07-22

**Authors:** Cigdem Selli, Dominic A. Pearce, Andrew H. Sims, Metiner Tosun

**Keywords:** Huh7, Hepatocellular carcinoma, Calcium, Proliferation, Microarray

## Abstract

TRPC1 and store-operated Ca^2+^ (SOC) entry have previously been associated with hepatocellular carcinoma cell proliferation. The aim of the study was to determine genes and processes associated with *TRPC1* down-regulation and the resulting increase of SOC entry and decrease in hepatocellular carcinoma cell proliferation. For this purpose, transcriptome analysis was performed to determine differentially expressed genes in *TRPC1*-silenced Huh7 cells. SOC entry- and proliferation-related genes correlated with *TRPC1* down-regulation were also examined. Changes in SOC entry and cell proliferation were monitored in the *TRPC1*-silenced and parental cells and found to be significantly increased and decreased, respectively, in *TRPC1*-silenced cells. A total of 71 genes were significantly differentially expressed (40 up- and 31 down-regulated), including four mitogen-activated protein kinase (MAPK) signalling-associated genes. STIM1 levels were significantly up-regulated and negatively correlated with TRPC1 levels. In addition, expression of two cell cycle regulation genes, CDK11A/11B and URGCP, was observed to decrease, whereas ERBB3 and FGFR4, pro-survival genes, increased significantly in *TRPC1*-silenced cells. In conclusion, these results suggest reciprocal alterations in TRPC1 and STIM1 levels and a role for STIM1 in the regulation of SOC entry in *TRPC1*-silenced Huh7 cells. In addition to TRPC1, STIM1 may participate in Huh7 cell proliferation by regulating SOC entry. Alterations in MAPK signalling genes may be involved in diminished cell proliferation in *TRPC1*-silenced Huh7 cells. Similarly, changes in cell cycle regulating genes in *TRPC1*-silenced cells indicate possible cell cycle arrest along with compensatory up-regulation of ERBB3 growth factor receptor—amongst others—to maintain hepatocellular carcinoma cell proliferation.

## Introduction

Hepatocellular carcinoma is the most common type of primary liver cancer and the third leading cause of cancer-related deaths worldwide, and is associated with poor prognosis, few effective therapeutic options and resistance to both chemotherapy and radiotherapy. The Wnt/β-catenin pathway appears to be commonly deregulated in hepatocellular carcinogenesis [1]. Mitogen-activated cascades are also critical, where inhibition of mitogen-activated protein kinase (MAPK) and the phosphatidylinositide 3-kinase/Akt/mammalian target of rapamycin PI3K/Akt/mTOR pathways have been shown to inhibit tumour growth [2]. A multi-target kinase inhibitor, sorafenib, that inhibits tumour angiogenesis and proliferation is currently clinically available for the treatment of hepatocellular carcinoma [3], although partial and complete response rates remain relatively low, 30.8 and 2.6 %, respectively [4]. However, despite sorafenib’s success, effective treatment options are limited, needing further investigation to identify disrupted signalling pathways that may eventually lead to uncontrolled proliferation of hepatocellular carcinoma cells. Transient receptor potential canonical 1 (TRPC1) down-regulation has previously been shown to be associated with hepatocellular carcinoma cell proliferation [5], and therefore TRPC1 may exist as a potential novel drug target.

TRP channels are a subfamily of the TRP ion channel superfamily, first discovered in *Drosophila melanogaster* composed of approximately 30 members identified in mammalian cells [6]. The superfamily has been classified into seven subfamilies: TRPC (canonical), TRPM (melastatin), TRPV (vanilloid), TRPA (ankyrin), TRPP (polycystin), TRPML (mucolipin), and TRPN (NOMPC, no mechanoreceptor potential C). TRPC1 has been suggested to be an essential component of store-operated Ca^2+^ (SOC) entry channel by forming a multimeric complex with other TRPCs [7]. SOC entry, activated in response to endoplasmic reticulum (ER) Ca^2+^ depletion and suggested to be an ER Ca^2+^ maintenance mechanism, controls a diverse catalogue of cellular functions, including cell cycle regulation [8].

The mechanism of activation for SOC entry is still unclear. STIM1, a calcium sensor located in the ER membrane, has been suggested to link depletion of intracellular Ca^2+^ stores and SOC entry through Orai1 channels [9]. STIM1 and Orai1-mediated SOC entry is apparent in vascular smooth muscle proliferation [10], but also plays a role in hepatocellular carcinoma cell migration and invasion [11]. The interaction between STIM1, Orai1, and TRPC proteins in mediating SOC entry and their mutual regulation remains controversial and requires further investigation. STIM1 was shown to bind TRPC1 and to be essential for activation and gating TRPC channels [12, 13]. Conversely, TRPC and STIM1/Orai1 signalling have also been suggested to occur independently in distinct plasma membrane domains [14].

We have previously observed SOC entry to increase following *TRPC1* silencing, suggesting a negative regulatory role of TRPC1 in SOC entry both in vascular smooth muscle and hepatocellular carcinoma cells [15, 16]. The potential negative regulatory role of TRPC1 in SOC entry has recently been reviewed by Dietrich et al. [17]. TRPC6 has also been reported to be up-regulated following *TRPC1* silencing in vascular smooth muscle cells [15]. In addition, Huh7 cell proliferation has been shown to be linked with TRPC6 and SOC entry, but not with TRPC1 [5]. This contradicts our own observation that Huh7 cell proliferation is suppressed in *TRPC1*-silenced cells without any alteration to TRPC6 levels [16].

We suggest that these discrepancies may arise from different compositions of SOC entry channels and regulatory mechanisms. Therefore, this study seeks to determine which genes and pathways become deregulated upon *TRPC1* silencing, to better understand the role of TRPC1 in SOC entry and hepatocellular carcinoma cell proliferation. For this purpose, whole-transcriptome gene expression profiling was performed in *TRPC1*-silenced Huh7 hepatocellular carcinoma cells. We, for the first time, describe candidate genes related to SOC entry up-regulation and suppression of proliferation following *TRPC1* silencing.

## Materials and methods

### Cell culture

The well-differentiated human hepatocellular carcinoma cell line, Huh7 [18], was cultured in DMEM (Biological Industries) supplemented with 10 % foetal bovine serum (FBS, Gibco), 2 mM l-glutamine (Gibco), and 0.1 mM non-essential aminoacid solution (Gibco). Huh7 cells, originally from Jack Wands Laboratory at Massachusetts General Hospital, Boston, MA, were a gift provided by Mehmet Ozturk, DEU University, Turkey. Cells were tested for authenticity in 2010 and were also regularly checked for mycoplasma contamination using MycoAlert Mycoplasma Detection kit (Lonza) in our laboratory.

### TRPC1 gene silencing

The silencing sequence (5′-GAACAUAAAUUGCGUAGAU-3′) targeting 361st–379th nucleotides of TRPC1 mRNA (NM_003304) was cloned into a pSUPERIOR.retro.neo+gfp vector (Oligoengine). Cells were transfected with 2 µg silencing vector and an empty vector as a negative control, using 6 µl FugeneHD transfection reagent (Roche Applied Science). Transfection efficiency was determined by monitoring the GFP signal using fluorescence microscopy (IX71, Olympus), and cells with efficiency greater than 70 % were used in further experiments.

### Microarray experiments

Total RNA was isolated from TRPC1 silencing vector (siTRPC1) and empty vector-transfected (control) cells following 48-h incubation using the instructions provided in the High Pure RNA Isolation Kit (Roche Applied Science). The incubation time was chosen based on our previous report [16]. 500 ng total RNA was amplified and biotin labelled using the Illumina Total Prep RNA Amplification Kit (Ambion). Biotinylated cRNA (750 ng) was hybridised at 58 °C for 16 h to HumanHT-12 v3 expression BeadChip (Direct Hybridization Assay Kit, Illumina). The BeadChip was washed, blocked, and scanned using (Illumina BeadArray Reader), and Cy3 signal intensity was measured.

Data quality was assessed using GenomeStudio, all system control values were within the expected ranges. Background fluorescence representing signals from non-specific dye binding and/or cross-hybridization were subtracted from all other probe intensities using GenomeStudio. R and BioConductor packages were used for analysis. Following quantile normalisation using lumi, Rank Product analysis [19] was performed using the RankProd package to determine differentially expressed genes. Pathway analysis was performed using DAVID Bioinformatics Resources 6.7 (functional annotation clustering) [20]. Raw and processed microarray data have been submitted to GEO database (GSE77386).

### Quantitative real-time RT-PCR and western blotting

A detailed protocol was described formerly [16]. We previously showed that following silencing vector transfection, TRPC1 mRNA levels were reversibly inhibited at 24 h, a significant decrease at 48 h (*P* ≤ 0.05, *n* = 4–5), and recovered at 72 h with significant inhibition in protein levels at 72 h [16]. Based on this, following 48-h vector incubation, RNA was isolated using High Pure RNA Isolation Kit (Roche Applied Science). PCR experiments were performed using FastStart DNA Master SYBR Green I kit and LightCycler 1.5 (Roche Applied Science). TRPC1 mRNA levels normalised to that of internal 18S rRNA ([TRPC1]/[18S rRNA] × 1000). The effects of TRPC1 silencing on TRPC1 protein levels were measured by western blot following 72-h vector incubation as described previously [16]. Briefly, following separation on 8 % SDS-PAGE, proteins were transferred to a nitrocellulose membrane using a dry blotting system (iBlot, Invitrogen). Protein levels were normalised to that of internal β-actin and represented as relative optical density ([TRPC1]/[β-actin] × 1000).

### Intracellular calcium measurements

Huh7 cells were grown on 96-well microplates and imaging performed 72 h following silencing vector transfection. This incubation time was chosen based on our previous report showing significant changes in TRPC1 protein levels and SOC entry following 72-h vector incubation [16]. Cells were incubated for 30 min at room temperature in HEPES-buffered saline in mM: NaCl 135, KCl 5.9, MgCl_2_ 1.2, CaCl_2_ 1.5, HEPES 11.6, NaHCO 3 5, glucose 11.5, at pH 7.3 with 1 mg/ml BSA and 2.5 mM fura-2/AM (Molecular Probes). Cells were then rinsed twice via 15-min incubations. Changes in intracellular Ca^2+^ levels were monitored using a microplate reader (Victor3, Perkin Elmer) and expressed as a ratio based on fluorescence emissions at 510 nm, and monitored sequentially upon excitations at 340 and 380 nm (340/380). The results indicate the average Ca^2+^ levels in a group of cells, and Ca^2+^ levels in subpopulations such as transfected and/or viable cells could not be discriminated in this system. Cyclopiazonic acid (CPA) at 10 µM concentration that depletes ER-stored Ca^2+^ was used to activate SOC entry. Cells were exposed to the Ca^2+^-free solution, then CPA was applied and, following a transient increase in Ca^2+^ levels due to store depletion, Ca^2+^ was added to initiate SOC entry. Peak responses to agents and applications were evaluated due to time-dependent decays in plateau responses.

### Doubling time

Huh7 cells were transfected in 6-well plates and after 72-h incubation, 1250 cells/well were seeded into E-plate 96. Cell proliferation was monitored every 30 min for 96 h using xCELLigence system (Roche Applied Science) that allows performing real-time and label-free cellular analyses. Changes in proliferation were expressed as cell index which is defined as (*R*_n_−*R*_b_)/15, where *R*_b_ is the background impedance and *R*_n_ is the impedance of the well with cells. Doubling time was determined with RTCA software 1.2.1 (Roche Applied Science). The time required to reach a cell index value of 4 from 2 was calculated for each group.

### BrDU incorporation assay

Cell proliferation was also evaluated by measuring 5-bromo-2′-deoxyuridine (BrDU) incorporation during DNA synthesis using colorimetric immunoassay (Cell Proliferation ELISA, BrdU colorimetric, Roche Applied Science). Cells (2500 cells/well in a 96-well plate) were incubated with 10 µM BrdU for 19 h and then fixed for 30 min. Following fixation, cells were incubated with BrDU antibody conjugated with peroxidase (anti-BrdU-POD) for 90 min at RT. Then cells were incubated with substrate (tetramethylbenzidine) for 5 min. Absorbances (A) at 370 nm and at reference wavelength (490 nm) were measured and results are expressed as A370–A490). Negative control signals from cells incubated without anti-BrDU were subtracted.

### Statistical analysis

Data expressed as mean ± standard error of the mean. “*n*” represents the number of samples used. The significance of differences was evaluated by using unpaired Student’s *t* test for two groups. *P* ≤ 0.05 was considered significant. Correlation analysis was performed using Pearson’s correlation coefficients to determine significance. In all cases, *r* ≥ 0.8 was considered evidence of positive correlation, *r* ≤ −0.8 of negative correlation. Data analyses and graphical representation were performed using GraphPad Prism 5 and RStudio.

## Results

### Differential gene expression of TRPC1-silenced Huh7 cells

A total of 71 genes were significantly differentially regulated (40 up; 31 down, Table 1) between *TRPC1*-silenced and control cells using Rank Product analysis (FDR, 5 %). 

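Huh7 cells, an established line from a well-differentiated hepatocellular carcinoma, were transfected with 2 µg of a vector that expresses the TRPC1 silencing sequence (siTRPC1) or with the empty vector (control), and RNA was taken after 48 h. Each of 12 samples, 6 control and 6 siTRPC1, was hybridised to 1 array of 48803 bead probes, on which the brightness of a probe measures the amount of its transcript. The paper analysed 10 of these arrays, 5 per group, and left out control array 5 and siTRPC1 array 5. The files hold background-subtracted intensities with a detection p for each probe against the negative controls, and the authors' quantile-normalized log2 values of all 12 arrays. For the values given here, the background-subtracted intensities were corrected with limma's neqc, which models background from the detection p, adds an offset of 16 and quantile-normalizes the arrays together. A log2FC is the mean log2 value in siTRPC1 minus that in control cells. Probes with a detection p under 0.01 on at least 5 of the 10 arrays were tested, 12967 in all (26.6%). The mean intensity of an array was 457.5 to 641.6 in the control group (median 589.6) and 565.9 to 687.9 in the siTRPC1 group (median 642), and 12292 to 13462 and 12945 to 13285 probes, respectively, were detected. Control arrays 1 and 2 had the lowest mean intensities, 479.7 and 457.5, and stood apart from the other arrays on the first principal component, which held 26.7% of the variance. In 11 of 12 arrays the most similar array of the same group was the one with the adjoining number (1 and 2, 3 and 4, 5 and 6), so arrays of a group were not equally distant. The paper's text does not state that the replicates were separate cultures, and the p-values measure a spread between arrays that may be technical. Precision is limited by the number of arrays. Arrays of equal replicate number in the 2 groups were not alike in their deviations from the group means (r -0.07 to 0.03), and no pairing was used. On the third principal component (8.7% of the variance), however, both groups tended to fall with replicate number. Arrays 1 and 6 had 2.37 and -10.21 in control and 11.88 and -5.05 in siTRPC1, so a shared order or batch is not excluded.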

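In the 10 arrays, 168 detected probes differed between TRPC1-silenced and control cells at an adjusted p under 0.05 in limma, 105 of them higher and 63 lower in silenced cells (125 higher and 11 lower without the quantile step). They covered 132 named genes, and 29 of the probes had no gene name in the annotation used. Of these, the largest rise was that of KLF10, a transcription factor induced by TGF-β, with a log2FC of 1.44 (standard error 0.19, adjusted p = 0.000349, n = 5 per group), although the other detected probe of this gene gave 0.24. TMEM259, a protein of the endoplasmic reticulum membrane, rose by 1.28 on 1 probe, and its 2 other detected probes gave -0.12 and 0.21. Rises of 1.25 and 1.13 were found for the kinase MARK2 and the splicing factor U2AF2 (0.06 on its other detected probe), and of 0.98, 0.94 and 0.79 for the MAPK phosphatase DUSP4, the nuclear import receptor IPO7 and the nuclear pore protein NUP43. The small nucleolar RNA SNORD13 (0.82), the RNA-binding protein HNRNPA3 (0.79), the growth factor IGF2 (0.74, and 0.26 on its other detected probe) and the small GTPase ARL2 (0.73, adjusted p = 2.74e-05) were higher as well. Falls were led by HSPA6 and, on 1 of its 2 detected probes, UAP1L1 (log2FC = -0.85). Its other probe, the brighter, gave -0.06. The thrombin receptor F2R had a log2FC of -0.76 and the anti-proliferative gene BTG3 of -0.67, with -0.01 and -0.15 on their other detected probes. ARLN, a micropeptide of the endoplasmic reticulum that inhibits the SERCA pump and is named C4orf3 in Table 1, fell by 0.64 and FAM234A fell by 0.63. HNRNPLL (-0.62), the steroid-metabolising enzyme AKR1C2 (-0.56) and the efflux transporter ABCC5 (-0.55, and 0.06 on its other detected probe) were also lower. KLF10, TMEM259, MARK2, U2AF2, DUSP4 and NUP43 are dim, being detected on 6, 8, 7, 7, 5 and 6 of the 10 arrays.
All 12 arrays gave 209 probes (124 higher and 85 lower), of which 132 were among the 168. U2AF2, DUSP4, NUP43, BTG3 and HNRNPLL did not pass, with a log2FC of 0.945, 0.725, 0.676, -0.499 and -0.495 and an adjusted p of 0.075, 0.0833, 0.0685, 0.115 and 0.0643 in limma. In the pair of arrays left out by the paper, control array 5 and siTRPC1 array 5, 136 of the 168 probes (81.0%) differed in the direction found in the other 10. Within their groups these 2 arrays were most similar to control array 6 and siTRPC1 array 6 (r = 0.9925 and 0.9918), which helped to select the 168 probes. Probes are not independent either, so the share is not a separate replication.
A two-class Rank Product analysis of all 48803 probes, with 100 permutations and a percentage of false positives of 5%, gave 56 probes (44 higher, 12 lower) in 41 named genes, 18 of them in Table 1, and 63 probes with all 12 arrays. It gave 5 probes with the authors' values (2 higher, 3 lower), 7 without normexp (1 higher, 6 lower), 173 on detected probes and 14 to 75 with 1 array left out (75 higher and 0 lower without control array 6, 24 higher and 27 lower without siTRPC1 array 1). The authors' values gave 148 probes when only detected probes were used. Averaged per gene over probes detected on any array, they gave 67 genes (36 higher, 31 lower), 31 of them in Table 1. Both settings were chosen after the data were seen. The paper's text names no filter for this test and no rule for joining the probes of a gene. Of the 56 probes, 27 passed the detection filter and 12 were also found by limma. Of the 71 genes of Table 1, 61 could be matched to a probe by name. In 58 of these the brightest probe differed in the direction of the table, and 11 passed limma's test. Table 1 was drawn from these same arrays, so agreement with it is not independent evidence. In 38 of the 61 the brightest probe failed the detection filter. Leaving out single arrays gave between 37 limma probes (without siTRPC1 array 3) and 317 (without control array 6). When arrays with adjoining numbers were treated as correlated, a setting chosen after the data were seen, 30 probes were found, all among the 168. Of the genes named above, MARK2 (log2FC = 1.196, adjusted p = 0.0524), U2AF2 (1.074, 0.0767), DUSP4 (0.940, 0.119) and IPO7 (0.868, 0.0574) did not pass there. Neither did NUP43 (0.756, 0.168), BTG3 (-0.641, 0.169) and HNRNPLL (-0.603, 0.137).

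**Figure D1:**
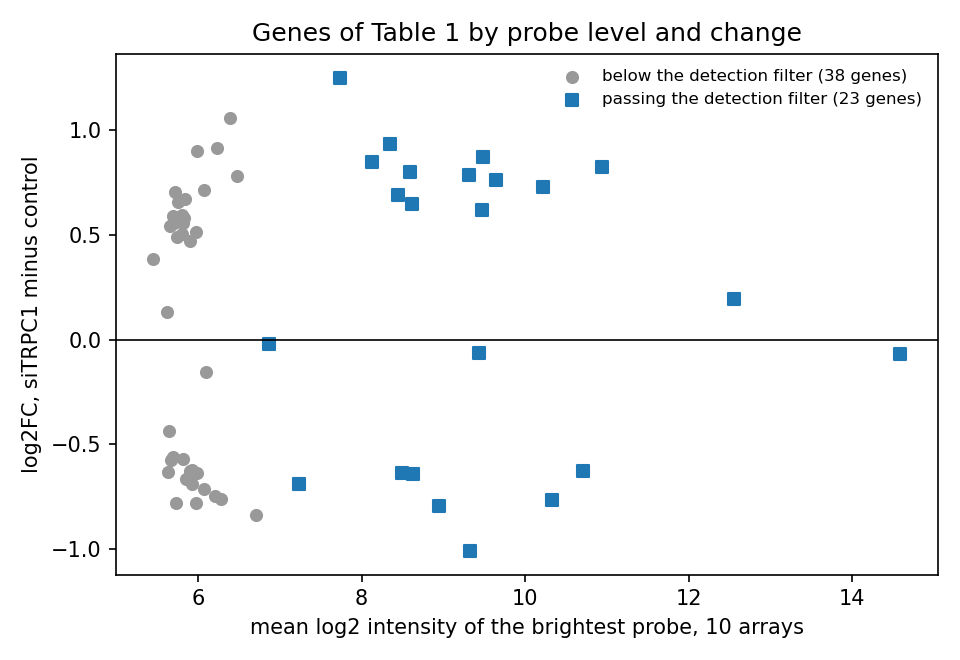
Mean normalized log2 intensity of the brightest probe (horizontal axis, 10 arrays) against log2FC, siTRPC1 minus control (vertical axis), of the genes of Table 1 that could be matched. Each point is a gene; squares mark the 23 genes whose probe passed the detection filter and circles the 38 that did not, which lie at the lowest intensities.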

Hierarchical clustering by differentially expressed genes is shown by heat map (Fig. 1a), where *TRPC1*-silenced and control samples distinctly cluster independently of one another. 

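Clustered on the genes of Table 1 (Pearson distance, average linkage), the 10 arrays fell into 1 branch of the 5 siTRPC1 arrays and 1 of the 5 control arrays, with 0 arrays misplaced. These genes were chosen for their difference between the same arrays, so the tree is not independent evidence of a difference. Over the 12 arrays 2 were misplaced: control arrays 5 and 6 joined the siTRPC1 arrays. With values scaled to z-scores, Euclidean distance and complete linkage, 0 of the 12 were misplaced. On all 12967 detected probes, the first branching set control arrays 1 and 2 apart from the other 8 of the 10 arrays, and 3 arrays were on the branch of the other group.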

Functional analysis revealed enrichment for transporter, catalytic, and nucleic acid binding activities (Fig. 1b).

**Table 1:** The alterations in gene expression levels in *TRPC1*-silenced Huh7 cells

	Gene symbol	Description	Log2FC	FDR	*P* value
1	MARK2	MAP/microtubule affinity-regulating kinase 2	1.02	0.00050	0.000000042
2	ELAVL3	Embryonic lethal, abnormal vision, drosophila-like 3	0.94	0.00020	0.000000042
3	MDM4	Mdm4 p53 binding protein homologue (mouse)	0.89	0.00030	0.000000084
4	CXorf40A	Chromosome X open reading frame 40A	0.82	0.0014	0.00000046
5	SNORD13	Small nucleolar RNA, C/D box 13	0.81	0.0022	0.00000092
6	IPO7	Importin 7	0.82	0.0020	0.0000011
7	IPO7P2	N/A (pseudogene)	0.82	0.0020	0.0000011
8	CILP	Cartilage intermediate layer protein, nucleotide pyrophosphohydrolase	0.77	0.0030	0.0000020
9	PTHLH	Parathyroid hormone-like hormone	0.75	0.0039	0.0000029
10	ACAP3	ArfGAP with coiled-coil, ankyrin repeat and PH domains 3	0.77	0.0039	0.0000033
11	HNRNPKP4	N/A (pseudogene)	0.76	0.0042	0.0000039
12	FXYD5	FXYD domain containing ion transport regulator 5	0.77	0.0041	0.0000041
13	TAOK1	TAO kinase 1	0.72	0.0040	0.0000044
14	KLHL28	Kelch-like 28 (*drosophila*)	0.73	0.0044	0.0000051
15	HNRNPA3	Heterogeneous nuclear ribonucleoprotein A3	0.73	0.0042	0.0000053
16	SFXN1	Sideroflexin 1	0.71	0.0044	0.0000059
17	TEX28	Testis expressed 28	0.73	0.0046	0.0000066
18	ARL2	ADP-ribosylation factor-like 2	0.71	0.0045	0.0000068
19	MIR4444-2	RNA gene (MicroRNA 4444-2)	0.70	0.0066	0.000010
20	C17orf67	Chromosome 17 open reading frame 67	0.64	0.0082	0.000014
21	RN7SL657P	N/A (pseudogene)	0.65	0.013	0.000023
22	ITLN2	Intelectin 2	0.64	0.017	0.000032
23	CXorf40B	Chromosome X open reading frame 40B	0.64	0.019	0.000036
24	SPAG8	Sperm-associated antigen 8	0.60	0.020	0.000039
25	SMCP	Sperm mitochondria-associated cysteine-rich protein	0.58	0.019	0.000040
26	SLC7A5P1	Solute carrier family 7, member 5 pseudogene 1	0.64	0.019	0.000041
27	COL4A2	Collagen, type IV, alpha 2	0.64	0.021	0.000047
28	DUSP8	Dual specificity phosphatase 8	0.61	0.028	0.000066
29	PRPS2	Phosphoribosyl pyrophosphate synthetase 2	0.58	0.030	0.000072
30	CD1C	CD1c molecule	0.55	0.032	0.000080
31	TBX21	T-box 21	0.60	0.032	0.000083
32	INPP5 K	Inositol polyphosphate-5-phosphatase K	0.60	0.032	0.000085
33	SUDS3	Suppressor of defective silencing 3 homologue (*Saccharomyces cerevisiae*)	0.59	0.037	0.00010
34	IPCEF1	Interaction protein for cytohesin exchange factors 1	0.57	0.046	0.00013
35	CLIC5	Chloride intracellular channel 5	0.56	0.048	0.00014
36	SOSTDC1	Sclerostin domain containing 1	0.56	0.048	0.00014
37	DTD2	d-tyrosyl-TRNA deacylase 2 (putative)	0.58	0.047	0.00015
38	MAGEB3	Melanoma antigen family B, 3	0.47	0.047	0.00015
39	LGALS9	Lectin, galactoside-binding, soluble, 9	0.52	0.049	0.00016
40	SLC7A5P2	SLC7A5 pseudogene	0.56	0.050	0.00017
41	ADAMTS8	ADAM metallopeptidase with thrombospondin type 1 motif, 8	−0.97	0.0010	0.000000084
42	HSPA6	Heat shock 70 kDa protein 7 (HSP70B)	−0.82	0.0025	0.00000042
43	CES5A	Carboxylesterase 5A	−0.77	0.0027	0.00000067
44	HERC2P2	N/A (pseudogene)	−0.76	0.0038	0.0000014
45	HERC2P9	N/A (pseudogene)	−0.76	0.0038	0.0000014
46	HSPA1A	Heat shock 70 kDa protein 1A	−0.74	0.0045	0.0000023
47	UAP1L1	UDP-N-acteylglucosamine pyrophosphorylase 1-like 1	−0.74	0.0044	0.0000026
48	SCNN1D	Sodium channel, non-voltage-gated 1, delta	−0.73	0.0043	0.0000029
49	ANKRD1	Ankyrin repeat domain 1 (cardiac muscle)	−0.73	0.0040	0.0000030
50	AMY2B	Amylase, alpha 2B (pancreatic)	−0.64	0.012	0.0000097
51	AHDC1	AT hook, DNA binding motif, containing 1	−0.67	0.015	0.000014
52	STS	Steroid sulfatase (microsomal), isozyme S	−0.65	0.017	0.000017
53	C16orf71	Chromosome 16 open reading frame 71	−0.63	0.020	0.000022
54	ZNF354A	Zinc finger protein 354A	−0.62	0.025	0.000029
55	CCDC93	Coiled-coil domain containing 93	−0.61	0.029	0.000036
56	TRAF1	TNF receptor-associated factor 1	−0.59	0.031	0.000042
57	CEP120	Centrosomal protein 120 kDa	−0.62	0.030	0.000042
58	FAM234A	Family with sequence similarity 234 member A	−0.61	0.032	0.000049
59	GALNT2	Polypeptide *N*-Acetylgalactosaminyltransferase 2	−0.57	0.041	0.000065
60	SEC24D	SEC24 family, member D (*S. cerevisiae*)	−0.58	0.039	0.000066
61	SGTB	Small glutamine-rich tetratricopeptide repeat (TPR)-containing, beta	−0.51	0.046	0.000081
62	VN1R2	Vomeronasal 1 receptor 2	−0.61	0.044	0.000081
63	LRRN2	Leucine rich repeat neuronal 2	−0.58	0.043	0.000083
64	PSMD4	Proteasome (prosome, macropain) 26S subunit, non-ATPase, 4	−0.38	0.043	0.000086
65	FAM81A	Family with sequence similarity 81, member A	−0.58	0.045	0.000094
66	SNX10	Sorting nexin 10	−0.55	0.044	0.000095
67	TTTY14	Testis-specific transcript, Y-linked 14	−0.55	0.043	0.000097
68	HKDC1	Hexokinase domain containing 1	−0.56	0.043	0.00010
69	SLC1A7	Solute carrier family 1 (glutamate transporter), member 7	−0.59	0.044	0.00011
70	C4orf3	Chromosome 4 open reading frame 3	−0.57	0.049	0.00012
71	CPSF7	Cleavage and polyadenylation specific factor 7, 59 kDa	−0.56	0.048	0.00012

**Fig. 1:**
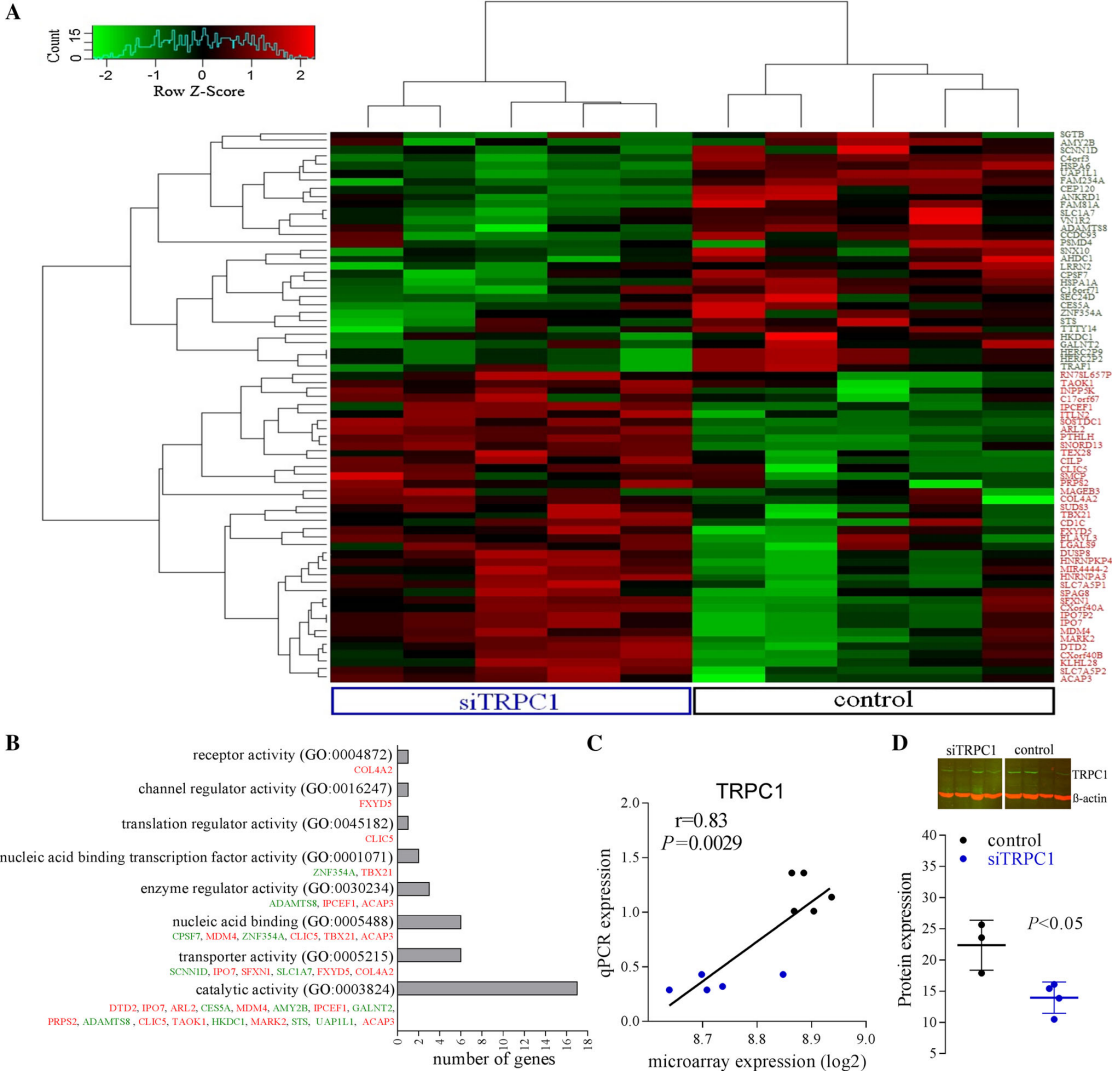
The results of differential gene expression analysis. **a** Heat map showing the clustering of samples by genes that significantly increased (*red font*) or decreased (*green font*) following *TRPC1* silencing. 40 genes were up-regulated and 31 genes down-regulated significantly in *TRPC1*-silenced (siTRPC1) cells compared to control cells. *Red* and *green* colours represent relative high and low log2 gene expression values, respectively. **b** Molecular functions of differently expressed genes. **c** Correlation of TRPC1 expression data obtained from microarray and quantitative real-time RT-PCR (siTRPC1 = *blue*, Pearson correlation, *n* = 10). **d** Effects of silencing on TRPC1 protein levels measured by Western blot following 72-h vector incubation (*n* = 4). (Color figure online)

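Genes of MAPK signalling changed in both directions after TRPC1 silencing. Of 112 measured members of this pathway, 4 were higher and 4 were lower in silenced cells at an adjusted p under 0.05 in limma, and 104 did not pass (7 higher and 6 lower when adjusted over the list alone). The list was written with the genes of Table 1 known, so its counts are not independent evidence. The 4 that rose were the phosphatases DUSP4 and DUSP8, which dephosphorylate MAPKs, the kinase RPS6KA3, which ERK activates (log2FC = 0.43, standard error 0.08, adjusted p = 0.0118; -0.16 to 0.57 on its 2 other detected probes), and PPP3R1, the regulatory subunit of calcineurin (log2FC = 0.40, standard error 0.10, adjusted p = 0.0492). The 4 that fell were the chaperones HSPA6, HSPA1A, HSPA1B and HSPB1, which are heat shock proteins and not kinases of the cascade. As a group the pathway's genes did not shift in 1 direction relative to other genes (camera, adjusted p = 0.569), a test in which rises and falls offset each other. A test of the list against no change at all, in either direction and without comparison to other genes, gave an adjusted p of 7.37e-07 (fry, mixed). Whether they moved more than other genes in either direction was not tested. Over all detected probes limma called 168 of 12967. All 12 arrays gave 3 members higher, RPS6KA3 (adjusted p = 0.00655), TAOK1 (adjusted p = 0.0122) and FGFR4 (adjusted p = 0.0500), and 4 lower. DUSP4, DUSP8 and PPP3R1 were not among them (log2FC = 0.725, 0.542 and 0.356; adjusted p = 0.0833, 0.0542 and 0.0826 in limma). With adjoining arrays treated as correlated, a setting chosen after the data were seen, none of the 4 rises passed, at a log2FC about as large (DUSP4 0.940, adjusted p = 0.119; DUSP8 0.664, adjusted p = 0.0619; RPS6KA3 0.428, adjusted p = 0.0540; PPP3R1 0.394, adjusted p = 0.131). PPP3R1 passed in 1 of the 10 fits that each left out 1 array, RPS6KA3 in 8.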

MAPK signalling pathway was observed to be significantly enriched (enrichment score = 1.02, *P* = 0.04, fold enrichment = 4.74, FDR = 27 %). TAO kinase 1 (TAOK1), dual specificity phosphatase 8 (DUSP8), HSPA6, and HSPA1A genes were clustered in this pathway. 

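TAOK1, a kinase upstream of p38 MAPK, had a log2 value of 9.27 ± 0.60 (SD, n = 5) in control and 10.03 ± 0.24 (SD, n = 5) in TRPC1-silenced cells, a log2FC of 0.76 (standard error 0.19). Its exact two-sided permutation p was 0.0238 and its adjusted p in limma 0.0504. DUSP8, a phosphatase that inactivates MAPKs, was higher in each of the 5 silenced than in each of the 5 control samples, with a log2FC of 0.69 (standard error 0.14, adjusted p = 0.0189; exact permutation p = 0.00794, the smallest that 5 arrays against 5 allow). HSPA6, a stress-inducible HSP70 chaperone, showed the largest fall among the called probes, from 9.83 ± 0.05 to 8.82 ± 0.16 (SD, n = 5 per group), which is a log2FC of -1.01 (standard error 0.09, adjusted p = 5.03e-06). HSPA1A, another inducible HSP70, had a log2FC of -0.77 (standard error 0.10, adjusted p = 0.000344), its paralog HSPA1B of -0.39 (standard error 0.09, adjusted p = 0.0341) and the small heat shock protein HSPB1 of -0.31 (standard error 0.08, adjusted p = 0.0469). HSP70 genes are paralogs, and a probe for one can capture transcripts of another. Of 20 measured heat shock genes, a list written with Table 1 known, these 4 were lower, 0 were higher and 16 did not pass (the same counts when adjusted over the list alone). The list was lower as a whole in camera (adjusted p = 0.00242; adjusted p = 0.0933 with an estimated correlation). HSPA6 and HSPA1A are in Table 1, which was drawn from the same arrays. Without the HSP70 genes the median log2FC of the 16 other members was -0.063 (camera p = 0.044; p = 0.0728 with an estimated correlation).
Over all 12 arrays the log2FC was 0.84 for TAOK1 (adjusted p = 0.0122), 0.54 for DUSP8 (adjusted p = 0.0542), -1.03 for HSPA6 (adjusted p = 1.53e-07), -0.72 for HSPA1A (adjusted p = 0.000194), -0.39 for HSPA1B (adjusted p = 0.0220) and -0.28 for HSPB1 (adjusted p = 0.0374). In control array 5 and siTRPC1 array 5, which the paper left out, TAOK1 was 9.10 and 10.35, DUSP8 8.68 and 8.48, HSPA6 9.78 and 8.62, HSPA1A 10.76 and 10.29, HSPA1B 12.35 and 11.98, and HSPB1 12.24 and 12.13. Without control arrays 1 and 2, whose signal was low, TAOK1 had an adjusted p of 2.14e-05, and DUSP8 (log2FC = 0.516, adjusted p = 0.0741) and HSPB1 (log2FC = -0.266, adjusted p = 0.126) did not pass. The call of DUSP8 was also lost without siTRPC1 array 3 or 4 (adjusted p = 0.0763 and 0.0797), and with 1 array left out in turn HSPA1B passed in 4 of 10 fits and HSPB1 in 2. With adjoining arrays treated as correlated, chosen after the data were seen, HSPA1B and HSPB1 did not pass (adjusted p = 0.0766 and 0.168), at a log2FC about as large (-0.398 and -0.295).

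**Figure D2:**
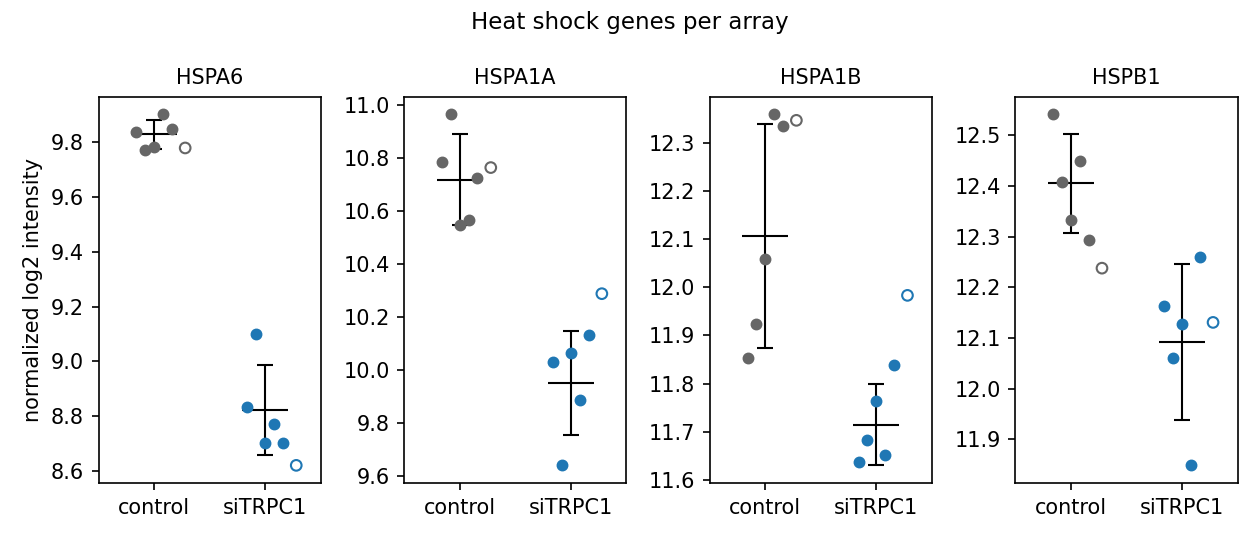
Normalized log2 intensity of HSPA6, HSPA1A, HSPA1B and HSPB1 in each control and siTRPC1 array, with a separate vertical scale for each gene. Filled points are the 5 arrays per group analysed by the paper, open points the array of each group it left out, and bars the mean and SD of the filled points. The filled siTRPC1 points lie below the filled control points for each of the 4 genes.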

TAOK1 (log2FC = 0.72*, P* = 4.39E − 06) and DUSP8 levels (log2FC = 0.61*, P* = 6.63E − 05) up-regulated, respectively, whereas heat shock protein genes HSPA6 and HSPA1A were down-regulated in silenced cells (log2FC = −0.82, *P* = 4.18E − 07 and log2FC = −0.74, *P* = 2.26E − 06, respectively). 

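Among 10 pumps and exchangers that move Ca2+ out of the cytosol, 4 were detected and tested, and 0 passed limma's test (1 at an unadjusted p under 0.05, 0 by Rank Product). ATP2A2, the SERCA pump that fills the endoplasmic reticulum, was bright and differed little, with a log2 value of 13.16 ± 0.07 (SD, n = 5) in control and 13.13 ± 0.06 (SD, n = 5) in TRPC1-silenced cells and a log2FC of -0.03 (standard error 0.06, adjusted p = 0.837). The plasma membrane pumps ATP2B1, ATP2B2 and ATP2B4 had log2FC of -0.22 (standard error 0.13, adjusted p = 0.402), 0.24 (standard error 0.11, adjusted p = 0.271) and 0.13 (standard error 0.18, adjusted p = 0.769). ATP2A1, ATP2A3, ATP2B3 and the Na+/Ca2+ exchangers SLC8A1, SLC8A2 and SLC8A3 were detected on 0 of the 10 arrays, so no change in them could be measured. Over the 12 arrays the 4 tested pumps failed the test over all probes, while ATP2B2 was higher when adjusted over the list alone (log2FC = 0.27; exact two-sided permutation p = 0.0238, against 0.0794 in the 10 arrays). Control array 5 and siTRPC1 array 5, not used by the paper, had 13.00 and 12.98 for ATP2A2 and 8.91 and 9.31 for ATP2B2.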

Genes associated with Ca^2+^ entry mechanisms, for example, Ca^2+^ pumps and exchangers located on ER (SERCA) and plasma membrane (PMCA and NCX), were not differentially expressed in *TRPC1*-diminished cells.

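TRPC1 was detected on all 10 arrays by its single probe. Its log2 value was 8.77 ± 0.03 (SD, n = 5) in control and 8.59 ± 0.09 (SD, n = 5) in siTRPC1-transfected cells. The log2FC was -0.18 (standard error 0.10), so the intensity fell by 11.9%. All 5 silenced samples lay below all 5 control samples (exact two-sided permutation p = 0.00794), and limma, which uses the spread of all detected probes, gave an adjusted p of 0.344. For 6 arrays per group the log2FC was -0.19 (exact permutation p = 0.0303, adjusted p = 0.304, n = 6 per group). The arrays not used by the paper had values of 9.06 (control array 5), above the 8.74 to 8.82 of the other controls, and 8.85 (siTRPC1 array 5), above each of the 10 arrays used. When arrays were centred on their medians in place of quantile normalization, the log2FC was -0.08 (exact permutation p = 0.294). In that setting the median log2FC of all detected probes was 0.0762, against -0.0027 with quantile normalization. The smaller fall of TRPC1 there thus went along with a shift of the probes as a whole.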

TRPC1 expression was significantly (*P* ≤ 0.01, *n* = 5) decreased in silenced cells (Fig. 2a, b) in both microarray and subsequent quantitative real-time RT-PCR validation experiments. TRPC1 expression was strongly correlated between PCR and microarray in 10 out of 12 samples (*r* = 0.83, *P* ≤ 0.01, *n* = 10), indicating successful *TRPC1* silencing (Fig. 1c). 

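Control array 5 and siTRPC1 array 5 were samples 9 and 10 of the series. Their mean intensities, 593 and 592, lay within the range of the other arrays of their groups. On control array 5, 12927 probes were detected, also within that range, and on siTRPC1 array 5, 12435, fewer than on each other siTRPC1 array. Over the detected probes, their median r with the arrays of their own group was 0.9905 and 0.9900, against 0.9842 to 0.9912 for the other 10. The difference in TRPC1 between the pair was -0.21 on the log2 scale. PCR values are not analysed here.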

Samples 9 and 10 (GSE77386) were excluded in data analysis due to low correlation. TRPC1 protein levels significantly suppressed by 41 % (Fig. 1d, *P* ≤ 0.05, *n* = 4), demonstrating effective TRPC1 silencing.

**Fig. 2:**
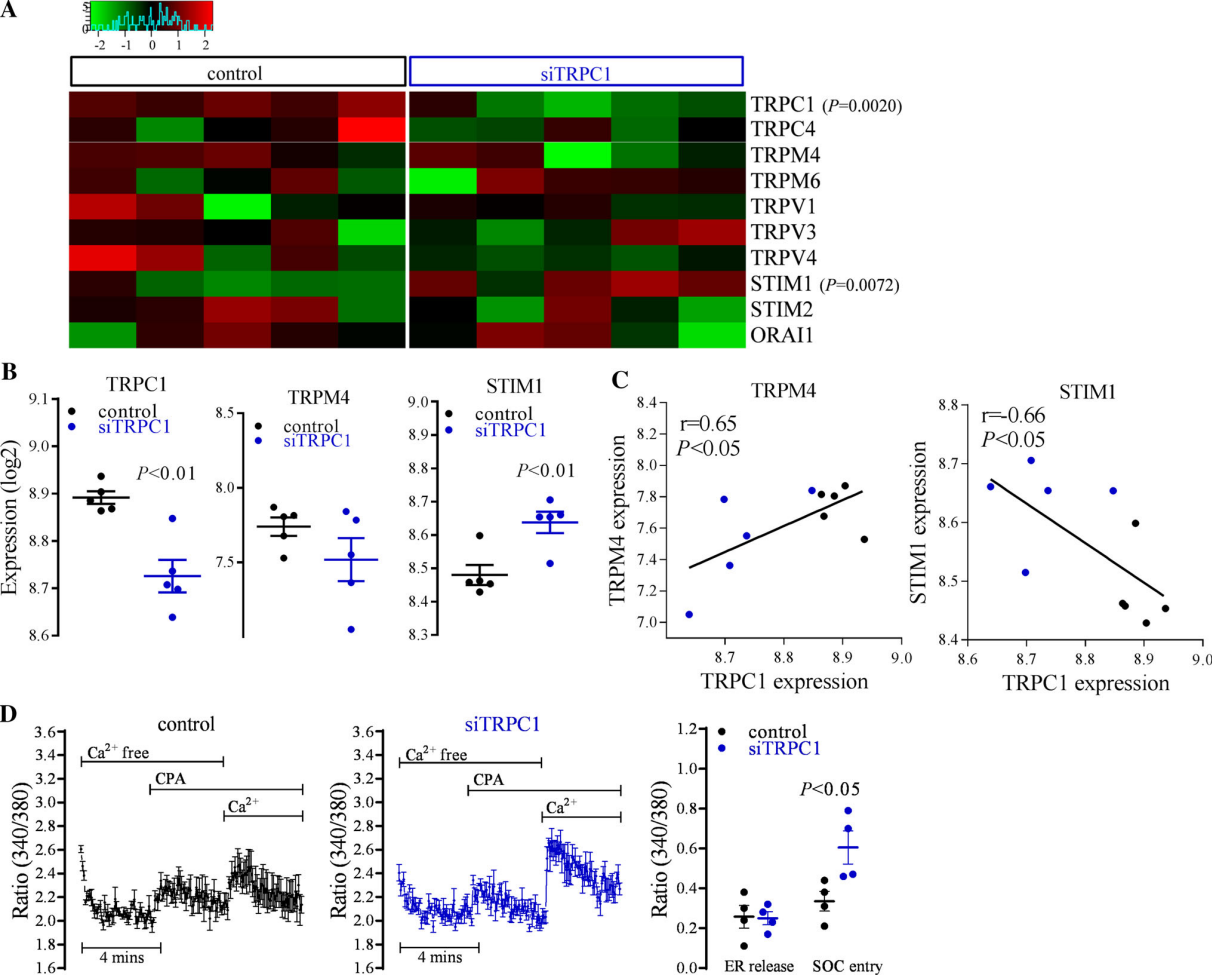
Changes in SOC entry-related genes’ expression and SOC entry following TRPC1 silencing. **a** Heat map showing the SOC entry-related gene expression (log2 values) following *TRPC1* silencing. TRP family members, STIM, and Orai1 proteins with detectable gene expression were included in the heat map. *Red* and *green* colours represent relative high and low log2 gene expression values, respectively. **b** Changes in TRPC1, TRPM4, and STIM1 expression in control and *TRPC1*-silenced (siTRPC1) cells (*n* = 5). **c** Correlation of TRPC1 expression with TRPM4 and STIM1 (siTRPC1 = *blue*, Pearson correlation, *n* = 10). **d** Cyclopiazonic acid (CPA)-induced Ca^2+^ elevations and the cumulative data of SOC entry in control and *TRPC1*-silenced cells. Changes in endoplasmic reticulum (ER) Ca^2+^ release and store-operated Ca^2+^ (SOC) entry are shown (*n* = 4). Changes in peak responses were evaluated and expressed as ratio (340/380). (Color figure online)

### Changes in SOC entry-related genes’ expression and SOC entry following TRPC1 silencing

We further analysed expression changes in SOC entry-related genes, including all TRP family members, STIM1, STIM2, and orai1. 

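Of the TRP, STIM and Orai genes, 29 could be matched to a probe by name, and 7 were detected, with a detection p under 0.01 on at least 5 of the 10 arrays. TRPC1, TRPM6, MCOLN1 (TRPML1), STIM1 and STIM2 were detected on 10 of 10, TRPM4 on 9 and ORAI1 on 7. The probe of MCOLN1, a lysosomal cation channel, was the brightest among the probes of these TRP genes, which does not rank their transcripts by amount. Its log2 value was 9.57 ± 0.11 (SD, n = 5) in control and 9.55 ± 0.11 (SD, n = 5) in TRPC1-silenced cells. The other 22 genes were not detected, among them TRPC4, TRPV1, TRPV3 and TRPV4, each found on 0 of 12 arrays. Their probes had log2 values in control cells of 6.01, 6.13, 5.66 and 6.13. For such genes a difference could not be measured on these arrays, which does not show that the transcripts were absent. The count of detected genes was 7 with all 12 arrays as well, and 10 at a detection p under 0.05, TRPV1 among them.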

TRPA1, TRPC3, C5, C6, C7, TRPN, TRPM1, M2, M3, M5, M7, M8, TRPML1, ML2, ML3, TRPP2, P3, P5, TRPV2, V5, V6, orai2, and orai3 failed to pass the microarray detection threshold as they were not detectable above the background levels on the microarray. The heat map illustrates detectable gene expression of TRP family members, STIM, and orai1 in control and *TRPC1*-silenced cells (Fig. 2a).

In contrast to significantly down-regulated TRPC1 levels, STIM1 levels were up-regulated significantly (*P* ≤ 0.01, *n* = 5) without changes in the orai1 levels following *TRPC1* silencing (Fig. 2b). 

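STIM1, the Ca2+ sensor of the endoplasmic reticulum, had a log2 value of 8.32 ± 0.08 (SD, n = 5) in control and 8.49 ± 0.08 (SD, n = 5) in TRPC1-silenced cells. Its log2FC was 0.18 (standard error 0.11) with an exact two-sided permutation p of 0.0159 and an adjusted p of 0.402 in limma. ORAI1, the pore of the store-operated channel, had 6.91 ± 0.36 in control and 6.84 ± 0.51 in silenced cells (SD, n = 5 per group), a log2FC of -0.08 (standard error 0.24, adjusted p = 0.903; exact permutation p = 0.794). Its spread between arrays exceeds the change measured for STIM1, so a change of that size in ORAI1 could not be seen. In the 12 arrays STIM1 had a log2FC of 0.20 (adjusted p = 0.285; exact permutation p = 0.00649), and ORAI1 turned to 0.21 (adjusted p = 0.716; exact permutation p = 0.509). Control array 5 and siTRPC1 array 5 had 8.13 and 8.42 for STIM1 and 5.99 and 7.60 for ORAI1. The ORAI1 difference also changed sign without control array 3 (0.02) and without siTRPC1 array 6 (0.12). Without the quantile step it was 0.02, but the median log2FC of all detected probes was 0.0762 there, so that change of sign is not particular to ORAI1. From the reciprocal change in STIM1, the paper proposes a compensatory or contributory role of STIM1 in the higher SOC entry of the silenced cells.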

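STIM2, the paralog of STIM1 and also a Ca2+ sensor of the endoplasmic reticulum, had a log2FC of -0.11 (standard error 0.13, adjusted p = 0.720) after TRPC1 silencing. TRPM6, a Mg2+-permeable channel, and MCOLN1 had log2FC of 0.03 (standard error 0.13, adjusted p = 0.932) and -0.01 (standard error 0.09, adjusted p = 0.955). Of the 7 detected TRP, STIM and Orai genes, 0 passed limma's test over all detected probes or adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 by Rank Product. Tested together they did not shift in 1 direction relative to other genes (camera, adjusted p = 0.569). Over the 12 arrays 0 passed as well (camera, adjusted p = 0.782), and the log2FC was -0.08 for STIM2, 0.06 for TRPM6 and -0.06 for MCOLN1. In control array 5 and siTRPC1 array 5, STIM2 was 7.98 and 8.02, TRPM6 8.43 and 8.62, and MCOLN1 9.70 and 9.43.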

Aside from TRPC1 and STIM1, *TRPC1* silencing did not significantly alter other SOC entry-related genes.

Significant correlations between TRPC1 expression with TRPM4 and STIM1 were observed (Fig. 2a). TRPM4 levels were positively correlated with that of TRPC1 (*r* = 0.65, *P* ≤ 0.05, *n* = 10) (Fig. 2c), although no significant changes in its expression following *TRPC1* silencing were observed (*n* = 5) (Fig. 2b). In addition, TRPC1 expression was negatively correlated with that of STIM1 (*r* = −0.66, *P* ≤ 0.05, *n* = 10) (Fig. 2c).

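TRPM4, a Ca2+-activated cation channel, had a log2 value of 7.44 ± 0.17 (SD, n = 5) in control and 7.15 ± 0.43 (SD, n = 5) in TRPC1-silenced cells, a log2FC of -0.29 (standard error 0.19, adjusted p = 0.455; exact two-sided permutation p = 0.198). Over the 10 arrays its level followed that of TRPC1 with Pearson r = 0.657 (permutation p = 0.0325) and Spearman rho = 0.442 (permutation p = 0.205). Among the 6 detected SOC entry genes set against TRPC1, the adjusted p of r was 0.134, and over the 6 relations examined 0.039 (0.205 for rho). Without the 2 arrays farthest from the median TRPC1 value, siTRPC1 arrays 2 and 3, r was 0.613 (exact permutation p = 0.110), so it no longer passed without them. It also failed without siTRPC1 array 3 alone (r = 0.398), control array 1, 2 or 3 alone or siTRPC1 array 4 alone. After removing the mean of each group r was 0.585 (permutation p = 0.0808). In all 12 arrays r was 0.054 (permutation p = 0.868). In the arrays not used by the paper TRPM4 was 6.97 (control array 5) and 6.55 (siTRPC1 array 5), and the log2FC over 12 arrays was -0.31 (adjusted p = 0.408).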

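Across the 10 arrays, STIM1 was lower where TRPC1 was higher, with Pearson r = -0.656 (permutation p = 0.0446) and Spearman rho = -0.782 (permutation p = 0.0103). The adjusted p over the 6 SOC entry genes tested was 0.134, and over the 6 relations examined 0.0446. Leaving out siTRPC1 arrays 2 and 3, the farthest from the median TRPC1 value, gave r = -0.794 (exact permutation p = 0.00833), while with 1 array left out the permutation p was 0.05 or more in 7 of 10 fits (r -0.640 to -0.596). Once the mean of each group was removed, r was 0.024 (permutation p = 0.945), so the pooled relation was not found within the groups. The pooled r was -0.746 with all 12 arrays (permutation p = 0.00506, adjusted p = 0.0304 over the SOC entry genes). It was -0.523 after removing group means from the 12 arrays (permutation p = 0.0806). On the 10 arrays without the quantile step r was -0.098 (permutation p = 0.782), a setting that left a median log2FC of 0.0762 over all detected probes.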

Real-time changes in intracellular Ca^2+^ levels were monitored after 72 h of vector transfection. In *TRPC1*-silenced cells, SOC entry induced by CPA enhanced significantly (*P* ≤ 0.05, *n* = 4) without a change in ER Ca^2+^ release (Fig. 2d).

### Changes in proliferation-related genes’ expression and Huh7 cell proliferation

Cell proliferation was monitored by using real-time cellular analysis and doubling time was calculated. Doubling time increased significantly (*P* ≤ 0.01, *n* = 5) indicating suppression of cell proliferation in *TRPC1*-silenced cells (Fig. 3a). In addition, BrDU incorporation assay showed a significant reduction of cell proliferation in *TRPC1*-silenced cells compared to control cells (*P* ≤ 0.05, *n* = 6, Fig. 3b).

**Fig. 3:**
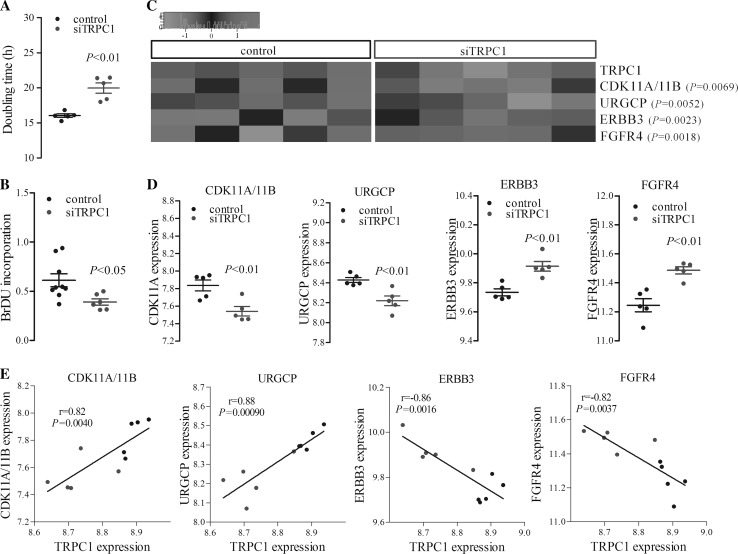
Changes in cell proliferation- and proliferation-related genes’ expression with that of TRPC1 following silencing in Huh7 cells. **a** The cumulative data of doubling time (in hour) in control and *TRPC1*-silenced (siTRPC1) cells (*n* = 5). Real-time changes in cell proliferation were evaluated and doubling time was calculated. **b** The cumulative data of cell proliferation measured by BrDU incorporation in control and *TRPC1*-silenced (siTRPC1) cells (*n* = 6). **c** Heat map showing the expression of the proliferation-related genes (CDK11A/11B, URGCP, ERBB3, and FGFR4) correlated with TRPC1 levels. *Red* and *green* colours represent relative high and low log2 gene expression values, respectively. **d** Changes in CDK11A/11B, URGCP, ERBB3, and FGFR4 expression in control and *TRPC1*-silenced cells (*n* = 5). **e** Correlation of proliferation-related genes with TRPC1 expression (siTRPC1 = *blue*, Pearson correlation, *n* = 10). (Color figure online)

A further analysis was undertaken to consider whether molecular changes following TRPC1 expression were able to explain the reduction in cell proliferation. For this purpose, hepatocellular carcinoma cell proliferation-related genes were selected, and both correlation with TRPC1 and changes in relative expression were analysed (Fig. 3c–e).

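Few genes of the cell cycle passed limma's test between TRPC1-silenced and control cells. Of all 12967 detected probes 168 passed, and 2198 had an unadjusted p under 0.05. Of 30 measured genes of the G1/S transition, 1 was higher, the phosphatase CDC25A (log2FC = 0.28, standard error 0.07, adjusted p = 0.0469; 0.72 on a dimmer probe, adjusted p = 0.0476), which activates cyclin-dependent kinases, and 29 did not pass limma's test (2 higher when adjusted over the list alone). Among 34 genes of G2 and mitosis, 0 passed (11 at an unadjusted p under 0.05, 4 higher and 7 lower, and 0 by Rank Product), with CDK1 and TOP2A lower when adjusted over the list alone. Of 15 cyclin-dependent kinases 0 passed (3 at an unadjusted p under 0.05, 0 by Rank Product), and CDK1, CDK10 and CDK11A were lower when adjusted over the list alone. For 11 growth factors and their receptors the counts were 0 over all probes (5 at an unadjusted p under 0.05, 0 by Rank Product) and 4 when adjusted over the list alone, ERBB3 and FGFR4 higher and, named after their values were seen, FGF19 and IGF2R lower. CDK1, TOP2A and CDK10 were also named after their values were seen. The adjusted p of these 4 lists in camera, which tests for a shift in 1 direction relative to other genes, was 0.569, 0.776, 0.388 and 0.886. Against no change at all, in either direction and without comparison to other genes, it was 0.00134, 0.00609, 0.00409 and 1.12e-05 (fry, mixed). For a shift in 1 direction, also without that comparison, fry gave an adjusted p of 0.373, 0.543, 0.0144 and 0.816. In all 12 arrays this CDC25A probe was no longer called (log2FC = 0.23, adjusted p = 0.0639) and the dimmer one was (0.65, adjusted p = 0.0376), TOP2A was lower (adjusted p = 0.0381), 2 growth factor receptors were higher, and so was cyclin E1 (CCNE1; log2FC = 0.51, adjusted p = 0.0146, against 0.49 and 0.0512 in the 10 arrays), which was named after its values were seen. With 1 array left out in turn, each CDC25A probe passed in 1 of 10 fits, and neither passed with adjoining arrays treated as correlated (adjusted p = 0.150 and 0.144; log2FC of the brighter 0.274), chosen after the data were seen.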

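CDK11A, a cyclin-dependent kinase that acts in splicing and mitosis, had a log2 value of 8.34 ± 0.07 (SD, n = 5) in control and 7.95 ± 0.28 (SD, n = 5) in TRPC1-silenced cells. Its log2FC was -0.40 (standard error 0.13, adjusted p = 0.136; exact two-sided permutation p = 0.0159). The probe of CDK11B was detected on 0 of the 10 arrays. URGCP, an up-regulator of cell proliferation, had 8.39 ± 0.13 in control and 8.10 ± 0.17 in silenced cells (SD, n = 5 per group), a log2FC of -0.29 (standard error 0.12, adjusted p = 0.228; exact permutation p = 0.0238), and -0.19 on its other detected probe. Over the 10 arrays, CDK11A followed TRPC1 with Pearson r = 0.801 (permutation p = 0.00400) and Spearman rho = 0.903 (permutation p = 0.00075). Without siTRPC1 arrays 2 and 3, the farthest from the median TRPC1 value, r was 0.507 (exact permutation p = 0.167), so a p under 0.05 rests on them, although with any 1 array left out r was 0.680 to 0.888 and passed. For URGCP r was 0.818 (permutation p = 0.00430), rho 0.733 (permutation p = 0.0209) and r without those arrays 0.760 (exact permutation p = 0.0279). Adjusted over the 6 relations examined, both p were 0.00645. The paper shows both genes for their correlation with TRPC1 on these same arrays, a choice that the adjustment does not take into account. With group means removed, r was 0.492 (permutation p = 0.152) for CDK11A and 0.564 (permutation p = 0.0811) for URGCP.
Over all 12 arrays r was 0.496 (permutation p = 0.102) for CDK11A and 0.657 (permutation p = 0.0202) for URGCP, and the log2FC -0.36 (adjusted p = 0.115) and -0.29 (adjusted p = 0.162). The arrays not used by the paper had 8.16 (control array 5) and 7.98 (siTRPC1 array 5) for CDK11A, and 8.42 and 8.14 for URGCP. Without control arrays 1 and 2, the remaining 3 control and 5 silenced arrays gave a log2FC about as large. The exact permutation p was 0.0714 for CDK11A (-0.410) and 0.0893 for URGCP (-0.296). Without the quantile step URGCP had a log2FC of -0.18 (exact permutation p = 0.214) and the r of CDK11A was 0.557 (permutation p = 0.0860). That setting left a median log2FC of 0.0762 over all detected probes.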

CDK11A/11B and URGCP levels were positively correlated with that of TRPC1 (*r* = 0.82 and *r* = 0.88, *P* ≤ 0.01, *n* = 10) (Fig. 3e), exhibiting a significant decrease in expression following *TRPC1* silencing (*P* ≤ 0.01, *n* = 5) (Fig. 3c, d). In addition, TRPC1 expression was negatively correlated with that of ERBB3 (*r* = −0.86, *P* ≤ 0.01, *n* = 10) and FGFR4 (*r* = −0.82, *P* ≤ 0.01, *n* = 10) (Fig. 3e). 

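ERBB3, a receptor of the EGFR family, was lower where TRPC1 was higher, with Pearson r = -0.894 (permutation p = 0.00059) and Spearman rho = -0.782 (permutation p = 0.0110) over the 10 arrays. For FGFR4, a receptor for fibroblast growth factors, r was -0.892 (permutation p = 0.00034) and rho -0.964 (permutation p = 5e-05). Over the 6 relations examined, the adjusted p was 0.00177 for both. The paper shows ERBB3 and FGFR4 as genes correlated with TRPC1 on these same arrays. The adjusted p takes no account of that choice. Without the 2 arrays farthest from the median TRPC1 value, r was -0.917 (exact permutation p = 0.00499) for ERBB3 and -0.790 (exact permutation p = 0.0258) for FGFR4. After removing group means it was -0.709 (permutation p = 0.0205) and -0.635 (permutation p = 0.0351), with an adjusted p of 0.105 for both. Over the 12 arrays with group means removed it was -0.097 (permutation p = 0.762) and -0.106 (permutation p = 0.740), and with them left in, r was -0.545 (permutation p = 0.0656) for ERBB3 and -0.565 (permutation p = 0.0549) for FGFR4. On the 10 arrays without the quantile step it was -0.229 (permutation p = 0.511) and -0.177 (permutation p = 0.615), a setting that left a median log2FC of 0.0762 over all detected probes. Of all 12967 detected probes, 184 had an r with TRPC1 of at least 0.8 in size over the 10 arrays, 98 positive and 86 negative, and 21 over all 12.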

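The brightest ERBB3 probe had a log2 value of 11.71 ± 0.10 (SD, n = 5) in control and 11.93 ± 0.10 (SD, n = 5) in TRPC1-silenced cells, a log2FC of 0.22 (standard error 0.07, adjusted p = 0.128; exact two-sided permutation p = 0.0159). Its 2 other detected probes gave 0.12 and 0.23. FGFR4 had 11.85 ± 0.11 in control and 12.11 ± 0.08 in silenced cells (SD, n = 5 per group), and each silenced sample was above each control sample. Its log2FC was 0.26 (standard error 0.07, adjusted p = 0.0651; exact permutation p = 0.00794), and 0.23 on the other detected probe. For 6 arrays per group the log2FC of ERBB3 was 0.28 (adjusted p = 0.0349) and that of FGFR4 0.23 (adjusted p = 0.0500). Control array 5 and siTRPC1 array 5 had 11.57 and 12.19 for ERBB3 and 11.97 and 12.08 for FGFR4. Without the low-signal control arrays 1 and 2, the log2FC of ERBB3 was 0.239 (exact permutation p = 0.0536) and the adjusted p of FGFR4 was 0.0237.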

ERBB3 and FGFR4 levels were up-regulated significantly following *TRPC1* silencing (*P* ≤ 0.01, *n* = 5) (Fig. 3c, d).

## Discussion

We have previously described a negative regulatory role for TRPC1 in SOC entry, both in vascular smooth muscle and hepatocellular carcinoma cells [15, 16]. These findings are supported here, where SOC entry was significantly up-regulated following *TRPC1* silencing. In addition, we have also shown that TRPC6 levels increase in contrast to *TRPC1* down-regulation suggesting a compensatory role for TRPC6 in SOC entry in vascular smooth muscle cells [15]. However, it has also been demonstrated that TRPC6 levels remain unaltered by *TRPC1* silencing in Huh7 cells [16]. 

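TRPC6 had a single probe, which was detected on 0 of 12 arrays. Its log2 value was 5.58 ± 0.23 (SD, n = 5) in control and 5.64 ± 0.16 (SD, n = 5) in TRPC1-silenced cells. The log2FC of 0.07 (exact two-sided permutation p = 0.587) is a difference between background readings. In the arrays not used by the paper it was 5.48 (control array 5) and 5.57 (siTRPC1 array 5), and over all 12 the log2FC was 0.07 (exact permutation p = 0.494).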

TRPC6 up-regulation was unable to be replicated in the present study due to the limitations of the microarray technology, where TRPC6 was not detectably expressed in our samples. In addition to TRPC1, TRPM4 was recently shown to be a negative regulator of SOC entry [21]. Although TRPM4 levels were positively correlated with down-regulation of *TRPC1*, TRPM4 expression was not significantly changed in our study possibly indicating that they function independently but also potentially due to tissue-specific variations in SOC entry regulatory mechanisms. In addition, the level of STIM1, another purported regulator of SOC entry and TRPC1 function [13], significantly increased suggesting an interplay between STIM1 and TRPC1 in the elevation of SOC entry. STIM1 has been shown to be critical for the activation and coupling of TRPM4 cation channel with Ca^2+^ stores in myocytes [22]. Based on this, reciprocal up-regulation of STIM1 suggests a compensatory or contributory role of STIM1 in the up-regulation of SOC entry in cancer cells. The changes in protein levels of mentioned channel components in SOC entry up-regulated hepatocellular carcinoma cells need further investigation.

Our previous observations demonstrated that *TRPC1* silencing suppresses cell proliferation without affecting cell migration in Huh7 cells suggesting a regulatory role of TRPC1 in the proliferation of hepatocellular carcinoma cells [16]. In contrast to this, Huh7 cell proliferation was shown to be related with SOC entry and TRPC6 but not with TRPC1 [5]. In the present study, the doubling time of *TRPC1*-silenced Huh7 cells was significantly longer and cell proliferation measured by BrDU incorporation was significantly lower than that of control cells, further supporting the anti-proliferative role of TRPC1.

TRPM4 has also been suggested to regulate cell proliferation, where suppression of TRPM4 decreased cervical cancer cell proliferation via β-catenin degradation [23]. It is well documented that Wnt/β-catenin signalling plays a key role in the development of hepatocellular carcinoma [24]. Here, TRPM4 levels were positively correlated with *TRPC1* down-regulation suggesting a possible inhibitory role for TRPM4 as well as TRPC1 in Huh7 cell proliferation. Silencing of STIM1 has also been shown to inhibit hepatocellular carcinoma cell proliferation by cell cycle arrest [25]. In contrast, we show that cell proliferation is suppressed in STIM1 up-regulated cells following *TRPC1* silencing. Since levels of TRPC1 and SOC entry were not determined by Wu et al., the discrepancy may result from varying levels of SOC entry and SOC entry channel composition. However, we observed alterations in TRPM4 and STIM1 levels in the context of *TRPC1* silencing, and therefore other genes and processes modulated by *TRPC1* knockdown may also participate in decreased proliferation.

*TRPC1* down-regulation along with SOC entry inhibition can result in reduced cyclin levels, G0/G1 cell cycle arrest and decreased cell growth in non-small cell lung carcinoma cell lines [26]. *TRPC1* knockdown has previously been associated with reduced amplitude of SOC entry and arrest of the endothelial progenitor cell cycle in G1 phase [27]. In addition, SOC entry was regulated at cell cycle checkpoints and shown to be at control levels during G1, up-regulated during S phase whilst suppressed during mitosis in mast cells [28]. Since we observed SOC entry up-regulation in a mixed population of cells, further cell cycle analyses with *TRPC1*-silenced cells separated into different cell cycle phases are needed to relate SOC entry levels with the cell cycle. The present analysis of cell cycle- and proliferation-associated genes revealed CDK11A/11B (CDC2L2/L1) down-regulation along with *TRPC1* silencing, suggesting cell cycle arrest. In a recent study, following CDK11 down-regulation, breast cancer cells were shown to arrest in G1 phase suggesting a critical role for CDK11 in proliferation [29]. In our study, mRNA levels of a further cell cycle-associated gene, up-regulator of cell proliferation (URGCP/URG4), decreased in parallel with decreasing cell proliferation suggesting the contribution of URGCP in Huh7 cell proliferation. URGCP/URG4 is associated with poor prognosis in hepatocellular carcinoma and its overexpression increased cellular entry into the G1/S transitional phase in hepatocellular carcinoma cells [30]. Furthermore, down-regulation of URG4 was shown to suppress cyclin D1 expression and cell proliferation in HepG2 hepatocellular carcinoma cells [31], further supporting our results.

In addition to negative regulators of cell proliferation, a number of pro-survival genes were up-regulated following *TRPC1* silencing, suggesting a compensatory gene regulation. Growth factor receptor ERBB3 and transforming growth factor alpha (TGF-α) were recently shown to act as compensatory survival factors that increased after c-Met inhibition in hepatocellular carcinoma cells [32]. Up-regulation of ERBB3 in our study may play a similar compensatory role in the suppression of *TRPC1*-silenced cell proliferation. Furthermore, up-regulation of fibroblast growth factor receptor 4 (FGFR4) levels, a target for new small molecule inhibitors for the treatment of hepatocellular carcinoma [33], may also compensate the inhibition of proliferation.

Based on differential expression analysis, we observed significant alterations in genes involved in MAPK signalling which has been associated with hepatocarcinogenesis [34]. The levels of TAO kinase 1, which activates p38 MAPK cascades and is a potential therapeutic target for cancers with defective β-catenin signalling such as hepatocellular carcinoma [24], were significantly up-regulated. On the other hand, levels of DUSP8, a negative feedback regulator of MAPKs such as p38, were significantly increased suggesting deregulation of MAPK signalling members in the presence of *TRPC1*-down-regulation.

A putative working model of the genes and pathways with observed altered expression in *TRPC1*-silenced Huh7 cells is given in Fig. 4. A limitation of our study is the lack of protein-level data that would reinforce our findings. In addition, the validation of the functional roles of the proposed genes in the TRPC1-mediated up-regulation of SOC entry and suppression of cell proliferation requires further investigation.

**Fig. 4:**
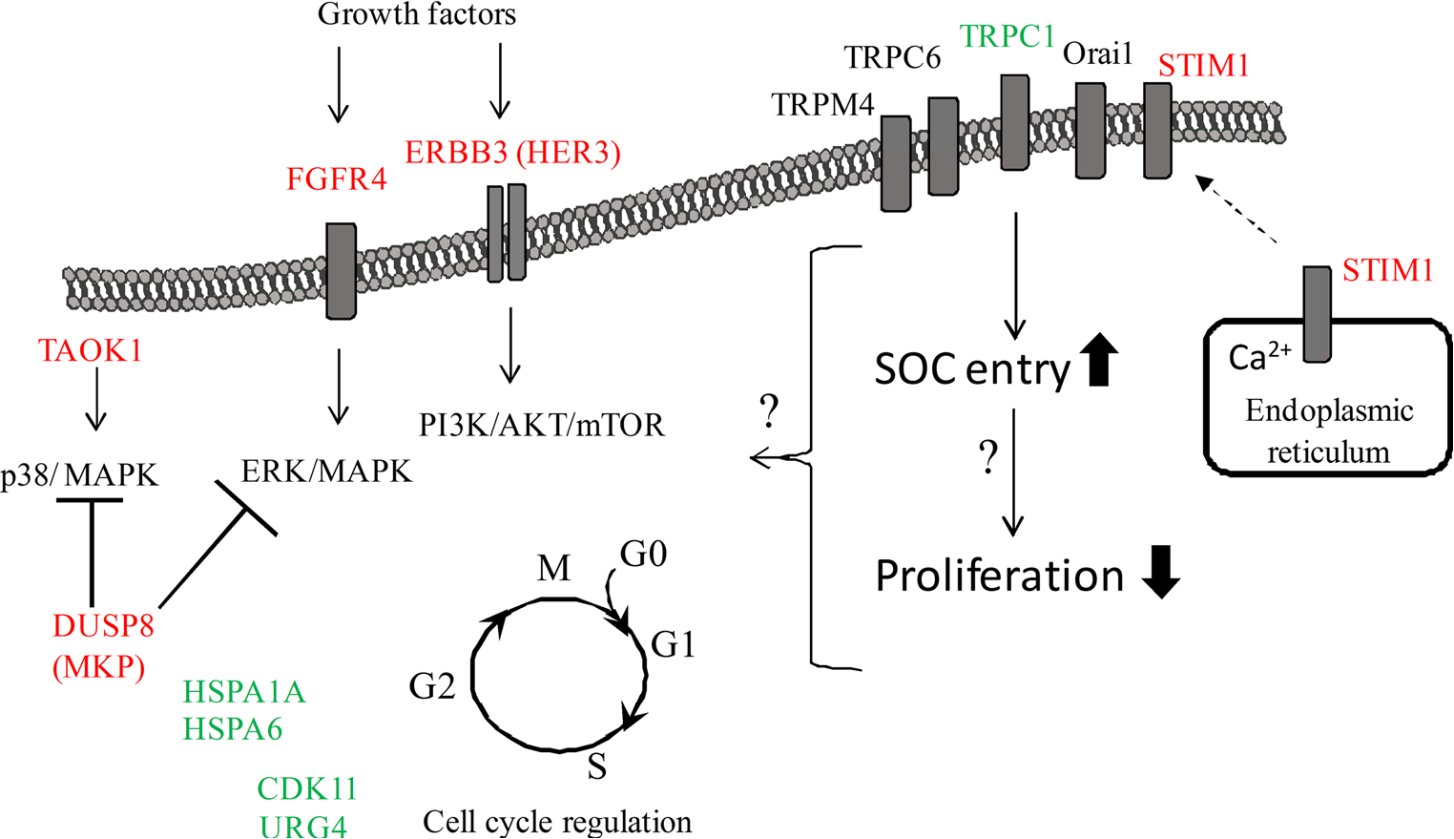
A working model showing the possible consequences of TRPC1-down-regulation in Huh7 hepatocellular carcinoma cells. Functional analysis indicated that SOC entry and cell doubling time were enhanced significantly following *TRPC1* silencing. MAPK signalling genes, DUSP8, TAOK1, HSPA6, and HSPA1A, were shown to be differentially expressed. Proliferation-related genes that were up- and down-regulated in microarray analysis are shown in *red* and *green* text, respectively. The genes that were not differentially expressed are in *black*. *Light arrows* indicate the activation and *capped lines* indicate the inhibition of the targets. *CDK11* cyclin-dependent protein kinase 11, *DUSP8* dual specificity phosphatase 8, *ErbB3 (HER3)* human epidermal growth factor receptor 3, *FGFR4* fibroblast growth factor receptor 4, *HSPA1A* heat shock protein 1A, *HSPA6* heat shock protein 6, *MAPK* mitogen-activated protein kinase, *Orai1* calcium release-activated calcium channel protein 1, *PI3K/Akt/mTOR* phosphatidylinositide 3-kinase/Akt/mammalian target of rapamycin, *STIM1* stromal interaction protein 1, *SOC* store-operated Ca^2+^, *TAOK1* thousand and one amino acid kinase 1, *TRPC* transient receptor potential channel canonical, *TRPM*, transient receptor potential channel melastatin, *URG4 (URGCP)* up-regulator of gene expression 4. (Color figure online)

## Conclusion

In conclusion, our results show for the first time, the transcriptome-wide changes in *TRPC1*-silenced Huh7 cells. Reciprocal alterations in the levels of TRPC1 and STIM1 have been observed, suggesting their interaction in regulating SOC entry in Huh7 hepatocellular carcinoma cells. Decreased TRPC1 may be compensated by increased expression of STIM1 that possibly takes part in the up-regulation of SOC entry in *TRPC1*-silenced hepatocellular carcinoma cells. Our results further indicate the possible roles of STIM1 and TRPM4, in addition to TRPC1, in Huh7 cell proliferation by regulation of SOC entry. Alterations in MAPK signalling genes may be involved in diminished cell proliferation in *TRPC1*-silenced Huh7 cells. Moreover, alterations in cell cycle regulation genes in *TRPC1*-diminished cells suggest cell cycle arrest as well as up-regulation of possible compensatory genes to maintain cell growth. The data expressed in the current study are based on microarray expression and may need to be confirmed by further studies. The functional link between the proposed cellular processes and TRPC1 awaits further investigation.

How the deposited data were processed for this re-analysis (not part of the article)

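RNA of Huh7 cells transfected with the TRPC1 silencing vector (6 samples) or the empty vector (6 samples) was measured on 12 bead arrays of 48803 probes. Per the file headers and the authors' methods, the intensity values are signals from which GenomeStudio subtracted background, with no normalization between arrays, on a linear scale. Each comes with a detection p-value, which per the file headers states how far the probe's signal stands above the negative controls of its array. The log2 values are, as deposited, the authors' output of lumi (version not stated), quantile-normalized over all 12 arrays. They were rebuilt from the intensities by shifting each array so that its lowest signal is just above 1, taking log2 and quantile-normalizing, to within 0.012.
Gene names came from the probe annotation of the platform, and 61 of the 71 genes of Table 1 and 758 of 820 entries of the gene lists were matched to a probe. Genes of the Y chromosome were left out. Of several probes for a gene, that with the highest mean over the 10 arrays was used.
The intensities were corrected with neqc of limma 3.58.1 in R 4.3.3 (normexp background from the detection p-values, offset 16, quantile normalization of the 12 arrays together). Probes with a detection p-value under 0.01 on at least 5 of the 10 arrays analysed by the paper were tested, 12967 in all, with lmFit and eBayes with a trend for the level, condition as the single term and Benjamini-Hochberg adjustment at 5%. Adjusted p in the text is from limma unless another source is named. A two-class Rank Product test was written anew with all 25 pairwise differences, 100 permutations and a percentage of false positives of 5%, on all probes. Single genes were compared with an exact two-sided permutation test over 252 splits of 5 and 5 arrays, which allows no p below 0.0079, or 924 splits of 6 and 6, which allows no p below 0.0022. Correlations with TRPC1 are given as Pearson r and Spearman rho with permutation p from 100000 resamples (exact where fewer than 10 arrays are left), where 1e-05 is the smallest p they can give. Benjamini-Hochberg adjustment was made over the 6 relations examined and over the 6 detected SOC entry genes. The 6 relations are those the paper reports from these arrays, and the adjustment over them does not account for that choice.
The comparisons, 25 gene lists, alternatives and rule for named genes were set before the data were examined, with the values printed in the paper known. The MAPK and heat shock lists were written knowing Table 1. Named genes are those the paper names, the 12 probes with the largest rise and the 12 with the largest fall among those called, and called list members, at most 4 per list. Lists with at least 5 tested members, 23 in all, were tested with camera (preset correlation 0.01, and with an estimated correlation) and fry, with adjustment over the lists. Clustering used Pearson distance and average linkage.
The paper left out control array 5 and siTRPC1 array 5 for low correlation of TRPC1 between PCR and array. Values are given for the 10 arrays and then for all 12. For arrays, the number of samples limits the precision. Errors given as SD differ from the SEM of the paper's figures. No slide or batch is stated for the arrays, and no batch was modelled.
Tested on simulated data with 5 arrays per group, limma recovered 64 of 100 probes changed by 0.5 on the log2 scale and 94 of 100 changed by 1, with 7 false calls. Rank Product recovered 83 and 100 of 100 with 3 false calls where all probes had 1 spread. Where probes of like level shared a spread it recovered 5 and 99 with 47 false calls, and where each probe kept its own spread 4 and 99 with 168. False calls of Rank Product thus rose where spreads differed between probes. It was simulated on all 48803 probes and limma on the 12967 detected ones, so the counts do not compare the 2 methods. Simulated arrays were independent, whereas adjoining arrays of the data were correlated (0.329), so the false calls given for both may be too few. Counts and tests other than limma were made with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots with matplotlib 3.10.9.
The result of 1 of the gene lists is not reported here. Enrichment by DAVID was not repeated, and PCR, Ca2+ and proliferation measurements are not analysed here. Alternatives covered the authors' values, background offset, normalization, filter, array weights, blocks, the methods' t-test, each array left out and all 12 arrays.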

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

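Of the tests below, that of the low-signal control arrays was chosen only after the result was seen. TRPC1 on control array 5, which the paper did not use, was 9.06 on the log2 scale, far above the other controls (8.74 to 8.82). Such an outlier is expected by chance in about 1 of 20 groups, and 30 groups were tested. In the pair of arrays left out by the paper the difference in TRPC1, siTRPC1 minus control, was -0.207; it comes from arrays the paper did not analyse and sets 1 array against 1, and siTRPC1 array 5 (8.85) lay above the 5 other controls. KLF10, which the paper does not discuss, had the largest rise among the probes called by limma, with a log2 fold change of 1.444. That probe is dim, detected on 6 of the 10 arrays. The gene's brighter probe gave a smaller rise and was not called.
Of 20 heat shock genes 4 were lower in siTRPC1 than in control cells, and the list's adjusted p in camera was 0.00242, and 0.0933 with an estimated correlation. The low signal of control arrays 1 and 2 is argued against, since without them the list had an adjusted p of 0.0013 in camera. Cross-hybridization among HSP70 paralogs stays open: without the HSP70 genes the 16 other members (12 lower, 4 higher) had a camera p of 0.044, near the threshold, and 0.0728 with an estimated correlation. A response to the silencing vector other than the loss of TRPC1 also cannot be told apart from one to TRPC1 loss, because 1 silencing sequence was set against an empty vector. Within the 6 siTRPC1 arrays the list's mean had r = -0.324 with TRPC1 (exact permutation p = 0.540), and within the 6 control arrays 0.06 (exact permutation p = 0.922).
Most genes of Table 1 were measured by probes below the detection filter. Among those with a probe whose authors' value gives the log2FC of the table within 0.01, 37 were below it, and 22 of them (59.5%, 95% exact interval 42.1 to 75.2) had the direction of the table in the pair of arrays left out. The share was not shown to be above 1 in 2 (exact one-sided binomial p = 0.162), which is consistent with noise of dim probes. Of the 18 on detected probes it was 10 (55.6%, interval 30.8 to 78.5; p = 0.407 from the same exact test), so the pair does not exclude noise of the 10 arrays for the 18 as a group, though 11 of them passed limma's test, 7 of these with the table's direction in the pair. Genes are not independent replicates, and a single pair of arrays has little power. The pair is also not independent of the 10, being most similar to control array 6 and siTRPC1 array 6. A true difference that this pair did not show stays open.
Correlations with TRPC1 were pooled over both groups. After removing group means, 2 of the 6 relations (ERBB3 and FGFR4) had a permutation p under 0.05, with an adjusted p of 0.105 for both and, over 12 arrays, an r of -0.097 and -0.106, so the difference between the groups is not excluded as a source of any of the 6. High correlations were common: 184 detected probes reached an r of 0.8 in size with TRPC1, against a median of 128.5 and a 95th percentile of 586.3 for 100 probes of like level, of which 32 had as many. The count for TRPC1 is therefore not unusual for a probe of its level. No biological explanation of these relations was tested.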

How the results depend on the processing

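The settings with adjoining arrays as a block or averaged, without control arrays 1 and 2, with the authors' values on detected probes or averaged per gene and with the probe nearest to the value of Table 1 were chosen only after the result was seen. Signal over background limits the tests: 12967 of 48803 probes were detected. The cause of the changes was not tested, apart from settings that use fewer arrays.
limma called 168 probes. The count was 129 to 209 with 12 arrays, the authors' values, other backgrounds and normalizations, array weights, detection on all 10 arrays and a replicate block, of which 101 to 168 were among the 168, and 0 called probes turned direction in any setting. It was 34 with no filter, 111 at a detection p under 0.05, 18 without a trend, 111 without control arrays 1 and 2, 30 and 43 (10 and 12 arrays) with adjoining arrays as a random block, 7 with them averaged, and 1899 unadjusted or 4 adjusted by the methods' t-test. Leaving out 1 array gave 37 to 317: 79 without control array 1, 85 without control 2, 317 without control 6, 95 without siTRPC1 array 2, 37 without siTRPC1 3, 41 without siTRPC1 4 and 74 without siTRPC1 6. Without the quantile step 91.9% of calls were higher, and the median log2FC of all detected probes was 0.0762. Values and correlations given for that setting therefore carry a shift of the probes as a whole. Arrays weighed as pairs by replicate number, though not alike in their deviations from the group means, gave 147.
Rank Product gave 56 probes (44 higher, 12 lower), 5 with the authors' values (2 and 3), 7 without normexp (1 and 6), 166 with offset 50, 173 on detected probes, 148 with the authors' values on detected probes, 27 without control arrays 1 and 2 and 9 with adjoining arrays averaged. Leaving out 1 array gave 14 to 75, with 75 higher and 0 lower without control 6 and 24 higher and 27 lower without siTRPC1 1: 37 without control 1, 28 without control 2, 37 without control 3, 21 without siTRPC1 3, 14 without siTRPC1 4 and 27 without siTRPC1 6.
The gene lists called by camera were 1, and 3 with 12 arrays, 2 without the quantile step, with cyclic loess, with a random replicate block, with no filter and at a detection p under 0.05, 4 without control arrays 1 and 2 and with adjoining arrays as a random block (10 and 12 arrays), and 0 with an estimated correlation. Leaving out 1 array gave 1 to 3, with 3 without control 1 or control 2. The heat shock list, 0.00242, was 0.0933 with an estimated correlation and 2.6e-07 to 0.0154 otherwise (0.0006 to 0.0154 with 1 array left out).
Of Table 1, limma called 11 genes, 17 with a replicate block, 6 without a trend, 7 and 7 (10 and 12 arrays) with adjoining arrays as a block, 4 with them averaged, and 17 unadjusted or 2 adjusted by the methods' t-test. Leaving out 1 array gave 7 to 17: 7 without siTRPC1 3 or siTRPC1 4 and 17 without control 6.
TRPC1 had a log2FC of -0.183, and -0.079 without the quantile step (-0.216 to -0.159 with 1 array left out). STIM1 kept its direction and, in the exact permutation test, a p under 0.05 in 21 of 21 alternatives. In limma it did not pass, and this held in 28 of 28 alternatives. ORAI1 turned from -0.075 to 0.206 with 12 arrays (also with their adjoining arrays as a block), 0.021 without control 3 and 0.121 without siTRPC1 6, with -0.221 to 0.121 over the fits with 1 array left out. Without the quantile step ORAI1 had 0.019, below the median log2FC of 0.0762 over all detected probes in that setting. TAOK1 passed limma's test in 12 of 28 alternatives, among them without control 1 (adjusted p = 0.0132) or control 2 (0.0206), and its exact permutation p was 0.0635 without siTRPC1 1, 3 or 4 and 0.0714 without siTRPC1 6. Of the 12 single genes, 7 to 10 passed the exact test. Of 32 other named genes 0 turned direction, and 24 kept their call with 12 arrays, 15 with no filter, 8 without a trend, 13 with adjoining arrays as a block and 3 with them averaged.
The r of STIM1, -0.656, was -0.098 without the quantile step and 0.024 after removing group means. Leaving out 1 array gave -0.774 to -0.596, with a permutation p of 0.05 or more without control 2 (-0.640), control 3 (-0.605), control 4 (-0.637), control 6 (-0.597), siTRPC1 3 (-0.600), siTRPC1 4 (-0.596) or siTRPC1 6 (-0.629). The r of TRPM4, 0.657, was 0.054 with 12 arrays, 0.603 without the quantile step, 0.611 without control arrays 1 and 2, 0.442 as rho, 0.585 after removing group means and 0.613 without the 2 farthest arrays. With 1 array left out it was 0.398 to 0.811, failing without control 1 (0.635), control 2 (0.642), control 3 (0.618), siTRPC1 3 (0.398) or siTRPC1 4 (0.611). CDK11A, 0.801, had 0.496 with 12 arrays, 0.557 without the quantile step, 0.492 after removing group means and 0.507 without the 2 farthest (0.680 to 0.888 with 1 array left out). URGCP, 0.818, had 0.564 after removing group means (0.738 to 0.887). ERBB3, -0.894, had -0.545 with 12 arrays and -0.229 without the quantile step (-0.925 to -0.873), and FGFR4, -0.892, had -0.565 and -0.177 (-0.936 to -0.853). All 6 relations passed on 10 arrays, 2 with 12 arrays, 1 without the quantile step and 2 after removing group means. With 12 arrays 21 probes, and at an r of 0.9 in size 10, were correlated with TRPC1 in place of 184.
On the genes of Table 1, 0 arrays were misplaced in the tree and 2 with 12 arrays. The detected SOC entry genes were 7, and 5 to 10 over 4 alternatives. The test of seed matches of the silencing sequence was not run, since it needs 3' UTRs.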

Differences from the paper's values

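The alternatives said to be chosen after seeing the values were not planned; the others were set before the data were examined. Rank Product gave 41 genes, against the paper's 71 at the same threshold of 5%. Of the alternatives set before, leaving out control array 6 gave 50, within 1.5 times, and the others did not come so near. The authors' values averaged per gene over probes detected on at least 1 of the 10 arrays, chosen after seeing the values, gave 67 genes. Of these 31 are in Table 1, so that 40 of its 71 genes are dropped, 10 of which could not be matched or were left out. Rank Product gave 7 genes lower in siTRPC1, against the paper's 31; with a neqc offset of 50 and with detected probes only it gave 42, and no other alternative set before came within 1.5 times. Chosen after seeing the values, the authors' values on detected probes gave 34 and the values averaged per gene 31.
The r of FGFR4 with TRPC1 was -0.892, against the paper's -0.82. It came within the error without siTRPC1 array 2 (-0.874), siTRPC1 array 3 (-0.853) or control array 6 (-0.866), and not under the others set before; the authors' values averaged over the gene's detected probes, chosen after seeing the values, gave -0.819.
The P printed in Fig. 3 for the relative expression was set against the methods' test on 5 arrays per group. CDK11A had 0.015 here, against the paper's about 0.0069 in Fig. 3, read by eye; with 12 arrays it was 0.0081. URGCP had 0.019, against the paper's about 0.0052 in Fig. 3, read by eye; 12 arrays gave 0.0052, and the values averaged over detected probes, chosen after seeing the values, 0.0053. ERBB3 had 0.0089, against the paper's about 0.0023 in Fig. 3, read by eye; 12 arrays gave 0.0026, leaving out siTRPC1 array 1 gave 0.0027, the probe with the largest change 0.0034 and, chosen after seeing the values, the values averaged over detected probes 0.0023. FGFR4 had 0.0027, against the paper's about 0.0018 in Fig. 3, read by eye; 12 arrays gave 0.0013, no quantile step 0.0012, leaving out control array 2 gave 0.0022 and, chosen after seeing the values, both leaving out control arrays 1 and 2 and the values averaged over detected probes gave 0.0018. No other alternative came within 1.5 times for these 4 genes. For TRPC1 and STIM1 the P matched those in Fig. 2.
In Table 1, 54 of 61 matched genes had a log2FC within the error of the paper's value and 7 did not. The error measures the spread between arrays, while both values come from the same arrays, so it is a loose bound here. By a tighter measure, 55 genes had a probe whose authors' value gave the log2FC of the table within 0.01. SLC7A5P2 had -0.068 (paper's 0.56), HERC2P2 -0.153 (paper's -0.76), UAP1L1 -0.062 (paper's -0.74) and PSMD4 0.193 (paper's -0.38), with no alternative within the error; another probe of UAP1L1 gave -0.852, and -0.741 in the authors' values, and another of SLC7A5P2, detected on 2 of 10 arrays, gave 0.852. HSPA6 had -1.009 (paper's -0.82), and -0.908 without the quantile step came within it. GALNT2 had -0.022 (paper's -0.57), and 12 arrays (-0.167) and leaving out siTRPC1 array 1 (-0.173) came within it, as did 12 arrays with adjoining arrays as a random block (-0.167), chosen after seeing the values. LRRN2 had 0.131 (paper's -0.58), and the probe with the largest change (-0.486) came within it, as did the probe nearest to the value of Table 1, the same, chosen after seeing the values.
The paper counts TRPML1 (MCOLN1) among the genes not detectable above background; here it was detected on 10 of 10 arrays. Of 19 genes on that list with a probe, 18 were not detected here. Of 10 genes shown as detectable 6 were detected here, and TRPC4, TRPV1, TRPV3 and TRPV4 were not; at a detection p under 0.05, TRPV1 was detected as well.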

Other observations

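Of the tests below, the counts of other splits for limma and the lists were chosen only after the result was seen. Among 14 measured NF-kB targets 2 were higher in TRPC1-silenced cells and 0 lower at an adjusted p under 0.05 in limma (3 higher when adjusted over the list alone): NFKBIA, the inhibitor of NF-kB (log2FC = 0.50, standard error 0.08, adjusted p = 0.00558), and the chemokine CXCL2 (0.40, standard error 0.09, adjusted p = 0.0420), which passed in 1 of 10 fits that left out 1 array. Of 50 ribosomal protein genes 2 were lower, RPS7 (-0.41, adjusted p = 0.0100) and RPL35 (-0.23, adjusted p = 0.0499; 0.165 with 12 arrays). The list's adjusted p in camera was 0.120, and 3.25e-13 without the quantile step, which shifts the median log2FC of all probes to 0.0762. Of 23 importins and exportins 1 was higher, IPO7, and of 23 heterogeneous nuclear ribonucleoproteins 1 was higher, HNRNPA3, and 1 lower, HNRNPLL. These counts take the brightest probe of a gene; another probe was called for RPS15 (-0.353, adjusted p = 0.0175) and HNRNPK (0.607, adjusted p = 0.0337). TTR, a plasma protein made by hepatocytes, was the 1 of 28 hepatocyte markers to pass (0.24, adjusted p = 0.0492; 1 of 10 fits with 1 array left out). Of 9 calcineurin and NFAT genes 1 was higher, PPP3R1. When adjusted over the list alone, 5 ribosomal protein genes were lower, 1 importin or exportin gene was higher and 2 lower, 4 ribonucleoprotein genes were higher and 2 lower, 2 hepatocyte markers were higher and 1 calcineurin gene was higher. With adjoining arrays treated as correlated, chosen after the data were seen, 8 of these genes did not pass, at a log2FC about as large: CXCL2 (0.400, adjusted p = 0.131), RPL35 (-0.219, adjusted p = 0.181), RPS15 (-0.359, adjusted p = 0.0644), IPO7 (0.868, adjusted p = 0.0574), HNRNPK (0.587, adjusted p = 0.0644), HNRNPLL (-0.603, adjusted p = 0.137), TTR (0.233, adjusted p = 0.180) and PPP3R1 (0.394, adjusted p = 0.131). The adjusted p in camera of the NF-kB, importin, ribonucleoprotein, hepatocyte and calcineurin lists was 0.340, 0.340, 0.776, 0.125 and 0.340.
In 9 other lists 0 members passed limma's test over all probes on their brightest probe (0.235 for KLF10, an immediate early gene, whose dimmer probe was called). When adjusted over the list alone, 1 p53 target was higher, 3 immediate early genes were higher and 2 lower, 1 gene of cholesterol synthesis was lower, 2 fibroblast markers were higher and 1 lower, and 0 passed in the 5 others. Of all 12967 detected probes, 2198 had an unadjusted p under 0.05, the share against which the unadjusted counts below are to be read. Of 16 measured p53 targets, 4 had an unadjusted p under 0.05, all 4 higher (camera adjusted p = 0.105). Rank Product, run on all probes, called 1 p53 target, MDM4 of Table 1. Its single probe was detected on 3 of the 10 arrays, so it is not among the 16. The unadjusted count was 5 for 18 immediate early genes (1 by Rank Product, camera adjusted p = 0.439) and 5 for 18 genes of cholesterol synthesis (0 by Rank Product, camera adjusted p = 0.234). It was 3 of 23 genes of the unfolded protein response, 1 of 11 of Ca2+ release from the endoplasmic reticulum and 1 of 10 Wnt targets, with 0 by Rank Product and a camera adjusted p of 0.478 for each list. It was 1 of 9 interferon response genes, 2 of 34 genes of oxidative phosphorylation and 3 of 5 fibroblast markers, with 0 by Rank Product and a camera adjusted p of 0.569, 0.776 and 0.886. Of 12 blood cell markers 3 were measured, and 0 passed (1 at an unadjusted p under 0.05, 1 higher when adjusted over the list alone, 0 by Rank Product). With 12 arrays the p53 list had an adjusted p of 0.0433 in camera (0.162 with an estimated correlation) and the hepatocyte list 0.0317 (0.287 with an estimated correlation).
Of 100 splits of the 10 arrays into 5 and 5, the real one included, 1 gave as many limma calls as the real one (168, highest other 43), so chance can be excluded only if all 10 arrays are taken as exchangeable. Adjoining arrays were correlated (0.329), and of the splits that keep them together, a count also made after the result was seen, 6 are possible, too few for a share under 0.05, and 4 were drawn (168, highest other 5). For Rank Product 3 of 100 did (56, highest other 62); 2 other splits called more probes, so the count does not secure its calls. For the gene lists 24 did (1 list, highest other 7), so chance cannot be excluded for the number of lists. In 91 of 100 splits the 71 top-ranked genes of a split parted its groups with 0 arrays misplaced, as for the real groups, so a clean tree on such genes is expected of most splits.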
